A study of Mus musculus with 32 samples.

How the data were processed

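RNA was measured by sequencing in 32 libraries of 3T3-L1 cells, a mouse preadipocyte line that turns into fat-like cells when treated with hormones. Per the labels' protocols, RNA was taken with a spin-column kit and libraries were made with an Illumina TruSeq RNA kit. The aligner, the counting rule and its use of strand, the genome build and the gene annotation are not stated in the labels or the file header. At each of days 0, 3, 7 and 11 there were 4 scramble control libraries and 4 knockdown libraries, 2 from each of 2 short hairpin RNAs (shRNAs) against Zbtb9. Groups and replicate numbers were taken from the sample titles. The labels give no batch. They do not say whether the libraries of an arm come from separately made cell pools. The p-values therefore measure the scatter of libraries, not of cell pools.

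The deposited table holds 1 value per gene and library for 20560 genes, 28 of them without a symbol. Although it is named as normalized counts, the deposited values are on a log2 scale, as the values themselves show. They ran from -1.56 to 17.99 and were negative for rare genes, and 2 to the power of the value summed to a similar total in each library. They have the form of a regularized log transform, in which each gene's values are drawn towards the gene's mean over all libraries, most strongly for genes with few reads. No header or label names this step. Differences between groups are therefore understated for genes with few reads.

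The form of the values allowed whole reads to be rebuilt by inverting such a transform. Of all values, 99.3% came out within 0.1 of a whole read, where 20% would by chance, and 94.7% of genes did so in all libraries. On simulated reads of 20555 genes, 99.96% of read counts were rebuilt exactly. The rebuilt libraries held 22280363 to 31073726 reads in genes. These reads give the depth, the read numbers printed beside log2 values (reads divided by the library's size factor), and the added alternatives. A group whose libraries all had 3 reads or fewer was taken as at the floor, and a fold against it as a lower bound. Reads without molecular identifiers are not independent molecules, so floors and intervals cover counting error only.

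The planned test used log2(value + 1). Because the values were already log2, limma was applied to them as deposited, with no pseudocount. Its linear model was fitted with a mean-variance trend and robust empirical Bayes, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Adjusted p-values given for single genes are from limma, and a gene is said to be called at an adjusted p under 0.05. Genes entered a fit if 2 to the power of the value was at least 10 in at least 4 of its libraries, or in 2 for fits of 6 libraries. Knockdown was compared with control in 1 fit per day, with both shRNAs in 1 group. Each shRNA was compared with control, and the shRNAs with each other, in a 3-group fit per day. The control time course used the 16 control libraries, and the difference of the knockdown effect between days used all 32.

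Before the data were examined, 5 gene lists were fixed: adipocyte (30 genes), cell cycle (30), fibroblast and matrix (30), interferon response (30) and cholesterol synthesis (25, of which 24 are in the table). They were tested with limma's camera at a preset correlation of 0.01, with fry and camera with an estimated correlation beside it, adjusted over 20 tests for knockdown and 15 for the time course. The adipocyte score of a library is the mean log2 value of its 30 list genes, compared by a two-sided exact permutation test. The knockdown difference was also regressed across genes on the control change since day 0, with control replicates 1 and 2 on the x axis and 3 and 4 on the y axis, so that no library was on both.

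The rule for genes named was fixed before the data were examined. It takes Zbtb9, 10 marker genes whatever their values, the 3 largest rises and 3 largest falls of each comparison among called genes with full separation of the groups and a mean of at least 50 in the higher group, and the 5 largest among genes called in the same direction on all 4 days. Predicted or unnamed genes were left out. Genes named outside that rule are said to be so.

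On simulated reads with 200 changed genes, limma recovered from 93.0% to 94.5% of them per day among 13102 to 13260 genes tested, with 3.61% to 7.00% of its calls false. The simulated changes were estimated at 0.92 to 0.94 of their size. The changed genes were drawn only from those with a mean of at least 50 normalized reads in control. Both shRNAs were given the same change. These rates therefore do not cover genes with fewer reads, such as Zbtb9, or genes on which the shRNAs differ. Pairs of replicate libraries differed by more than sampling noise in all 32 pairs, with chi-square per degree of freedom from 3.00 to 11.8, so none was counted as a repeat.

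Alternatives were other pseudocounts, other filters, rescaling, other fits and leaving out single libraries. Added after seeing the data were a pseudocount of 1, log2 of rebuilt normalized reads plus 1, and limma's voom on rebuilt reads. The planned negative binomial tests were not run, since the table holds transformed values and reads were only rebuilt from them by a fitted inverse. Gene positions come from GENCODE M21 (GRCm38) by Ensembl ID, where 20521 IDs matched, and may differ from the build the authors used. Copies of a gene were searched with BLAST 2.17.0 at 95% identity over at least 100 bases. R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.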

Results

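Gene expression was profiled during adipogenic differentiation of 3T3-L1 preadipocytes in which Zbtb9, a gene for a zinc finger and BTB domain protein, was knocked down. The 32 libraries fell into 4 time points with 4 knockdown and 4 scramble control libraries each, and the knockdown libraries were split evenly between 2 shRNAs. Differentiation was started at day 0 with dexamethasone, isobutylmethylxanthine and insulin. From day 3 the medium held insulin alone, and from day 7 no addition. Rebuilt depth was 22280363 to 31073726 reads in genes per library. The depths of the arms overlapped at days 0, 3 and 7. At day 11 control libraries had 26486057 to 31073726 reads and knockdown libraries 22839508 to 25511855. The labels give no sequencing batch, so none could be examined.

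The targeted gene was examined first, which checks the labels. Zbtb9 (ENSMUSG00000079605) lies on chromosome 17 from 26973167 to 27008376, plus strand, in GRCm38. It was covered by few reads. Control libraries had 14.2 ± 0.594 normalized reads at day 0, 10.3 ± 2.98 at day 3, 16.8 ± 4.15 at day 7 and 15.5 ± 4.02 at day 11 (SD, n = 4). Knockdown libraries had 8.76 ± 2.83, 5.20 ± 3.96, 7.16 ± 2.03 and 8.46 ± 7.65 on the same days (SD, n = 4), which is 61.9%, 50.6%, 42.7% and 54.5% of control. All 4 knockdown libraries lay below all 4 controls at days 0 and 7. The exact permutation p, two-sided, was 0.029 at days 0 and 7, 0.114 at day 3 and 0.143 at day 11, and adjusted over 4 days it was 0.057, 0.143, 0.057 and 0.143 in order of day. Over all days, knockdown libraries had 52.2% of the normalized reads of control libraries, and a two-sided permutation test within days gave p = 3e-05. That test treats libraries as independent and does not measure differences between separately made cell pools. By limma on the deposited values, the log2 change was -0.21 at day 0 (adjusted p 0.271), -0.35 at day 7 (adjusted p 0.0288) and -0.28 at day 11 (adjusted p 0.173). At day 3 the gene was under the filter and the difference of means was -0.22. The day 7 call was lost when any of 4 single libraries was left out, with adjusted p from 0.028 to 0.0789 over the 8 fits. At day 11 the change was -0.42 (adjusted p 0.0323, from 0.0323 to 0.353 over the 8 fits) without shRNA 1 replicate 2, which overlapped the controls. The alternative that moved the log2 change most was voom on rebuilt reads, with -1.21 at day 11. Of the 3482 exon bases annotated for Zbtb9, 84.4% are also exon of an overlapping gene on the same strand, Gm50253, named here after its values were seen. If reads that fall on both genes were left out of the counting, the value covers a small part of the transcript, and its size is uncertain. The 2 genes together held 196 reads in knockdown and 352 in control libraries.

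**Figure D1:**
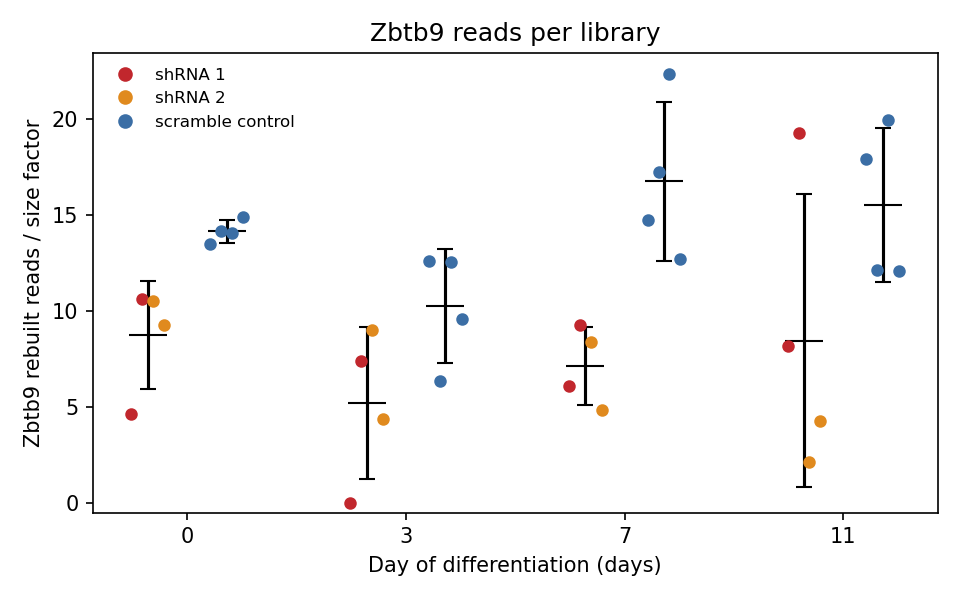
Zbtb9 reads divided by size factor (y axis) in each library by day (x axis), with the mean and SD of each arm in black and points coloured by shRNA or control. Knockdown libraries lie below all controls at days 0 and 7 and overlap them at days 3 and 11.

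The control time course shows how control cells changed under the differentiation protocol. The medium changed between days and no uninduced cells were sampled at later days. Effects of the medium and of time in culture are therefore included. Against day 0, limma called 10274 of 13421 genes at day 3, 9273 at day 7 and 8670 at day 11. The alternative that moved the day 11 count most was 1 fit of all 32 libraries, with 7591. Rescaling to equal totals moved the median of all genes at day 3 by -0.13, and the share of calls that were higher from 50.1% to 38.6%. Changes of that size at day 3 have no sure direction. The adipocyte list rose, with a median log2 change of 1.01 at day 3, 2.37 at day 7 and 1.80 at day 11 (camera adjusted p 3.88e-08, 2.84e-15 and 7.65e-13). Of its 30 genes 27, 29 and 28 were called, and 27, 29 and 28 adjusted over the list alone. Voom on rebuilt reads moved the day 3 median most, to 2.33. With the 8 members that were at the floor at day 0 set to their lower bound, the medians were 1.41, 2.88 and 2.14. The interferon response list had a median of -3.797 at day 3 (camera adjusted p 1.9e-14), did not pass the threshold at day 7 (median -0.17, camera adjusted p 0.266) and was 0.35 above day 0 at day 11 (camera adjusted p 0.0158). The cholesterol synthesis list was lower on all 3 days, with medians of -0.92, -1.04 and -1.29 (camera adjusted p 2.88e-06, 1.53e-12 and 9.65e-17). The cell cycle list was lower at day 7 (median -0.37, camera adjusted p 0.000857) and day 11 (median -1.65, camera adjusted p 2.63e-16), and did not pass at day 3 (median 0.14, camera adjusted p 0.0996). The fibroblast and matrix list had medians of -1.09, -0.44 and -0.08 (camera adjusted p 0.0015, 0.0437 and 0.0659). Its day 7 call was lost on rescaling to equal totals (adjusted p 0.0996, with 8.07e-10 to 0.482 over its alternatives). The interferon call at day 11 was lost without day 0 control replicate 3 (camera adjusted p 0.0586). Camera called 12 of the 15 list tests, fry 14, and camera with an estimated correlation 7.

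By the naming rule, the largest rises in control were Fam107a, Rgs2 and Zbtb16 at day 3, Fam107a, Aldh1a7 and Fabp4 at day 7, and Cfd, Adipoq and Cd36 at day 11. Fam107a was at the floor at day 0 and was at least 1110-fold higher at day 3 and at least 1460-fold higher at day 7. Cfd was at least 1070-fold and Adipoq at least 840-fold higher at day 11. Among the largest falls were Ifit3, Oasl2 and Ogn at day 3, Kif26b, Thbs1 and Cldn19 at day 7, and Cldn19 and Ptprv at day 11.

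Knockdown was then compared with control at each day. At day 0 limma called 430 of 13216 genes, 108 higher and 322 lower. At day 3 it called 3506 of 13139 (1918 higher, 1588 lower), at day 7 6328 of 13299 (3317 higher, 3011 lower) and at day 11 4382 of 13281 (2227 higher, 2155 lower). Most changes were small. Only 6, 42, 416 and 315 called genes, in order of day, changed by at least 1 on the log2 scale. The day 0 count depended on the fit. It was 3340 when the shRNAs formed separate groups, and 250, 129, 115, 111 and 157 without shRNA 1 replicate 2 and control replicates 1, 2, 3 and 4. Rescaling to equal totals moved the share of its calls that were higher from 25.1% to 43.3%, and turned the more frequent direction at day 7 (52.4% to 44.7% higher) and day 11 (50.8% to 44.4% higher).

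**Figure D2:**
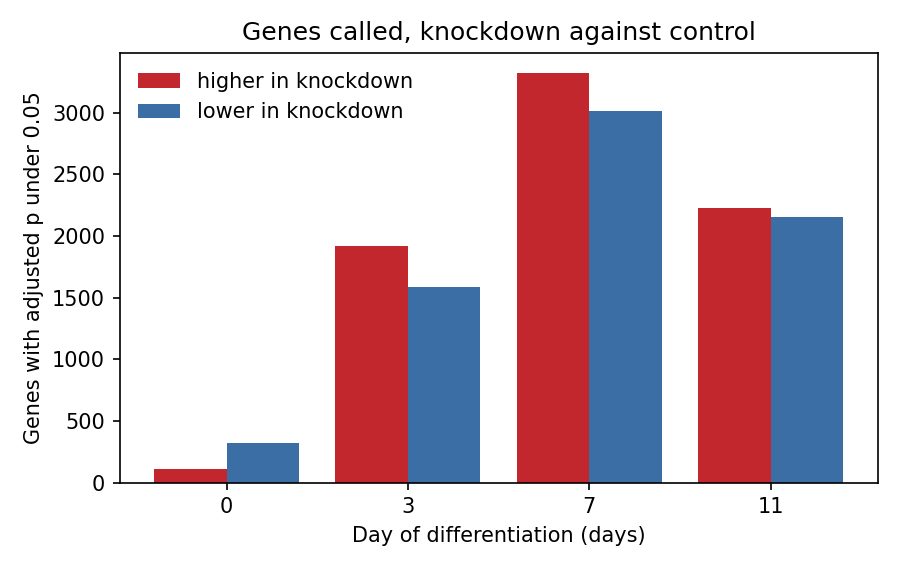
Number of genes with an adjusted p under 0.05 (y axis) that were higher or lower in knockdown than in control, by day (x axis). Counts rise from 108 higher and 322 lower at day 0 to 3317 higher and 3011 lower at day 7.

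At day 0, 7 of the 28 adipocyte list genes tested were at the floor in control, where a fall could not be seen. The adipocyte list showed no difference at day 0 (median log2 change 0.00, 1 of 28 genes called, 2 adjusted over the list alone). It was higher in knockdown by 0.69 at day 3 (19 of 28 called, 22 adjusted over the list alone), by 1.59 at day 7 (27 of 30, and 28 adjusted over the list alone) and by 1.40 at day 11 (26 of 29, and 26 adjusted over the list alone), with camera adjusted p of 5.84e-11, 5.28e-16 and 6e-19. The score per library was 7.46 ± 0.02 in knockdown and 7.47 ± 0.02 in control at day 0 (SD, n = 4). It was 9.66 ± 0.16 against 8.997 ± 0.034 at day 3, 11.76 ± 0.10 against 10.34 ± 0.06 at day 7 and 11.08 ± 0.14 against 9.78 ± 0.10 at day 11 (SD, n = 4). At days 3, 7 and 11 all 4 knockdown libraries were above all 4 controls. The exact permutation p was 0.029 on each of these days, the smallest that 4 against 4 can give, and 0.038 adjusted over the 4 days. At day 0 the exact permutation p was 0.429. Rebuilt reads moved the score difference most, from 0.66 to 0.82 at day 3, and turned the day 0 difference from -0.01 to 0.06.

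**Figure D3:**
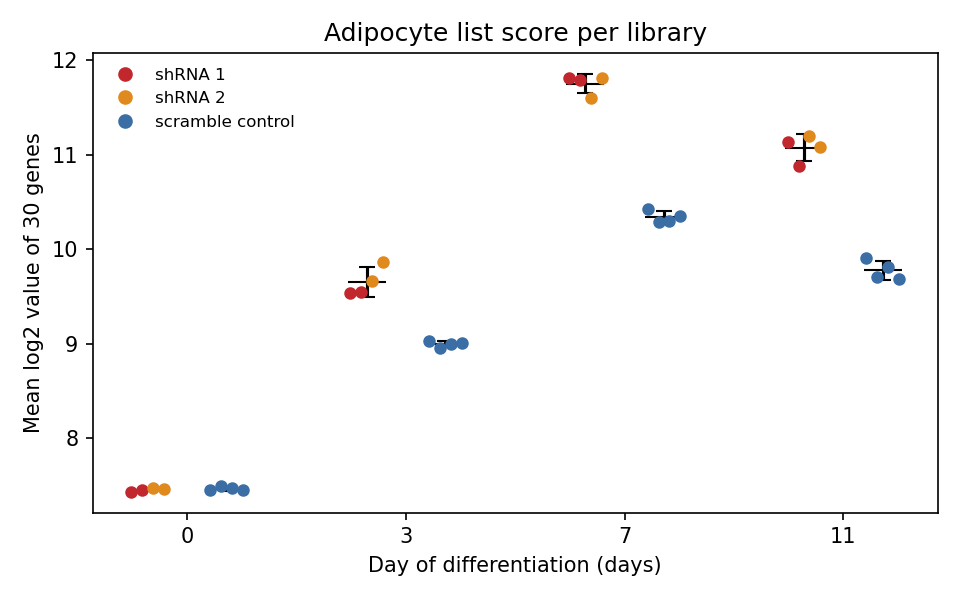
Mean log2 value of the 30 adipocyte list genes (y axis) in each library by day (x axis), with the mean and SD of each arm in black. The arms overlap at day 0, and all knockdown libraries are above all controls at days 3, 7 and 11.

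Markers fixed in advance followed the list. Pparg was higher in knockdown by 0.37 at day 3, 1.17 at day 7 and 1.16 at day 11 (adjusted p 0.000149, 8.48e-11 and 5.84e-07). Cebpa was higher by 0.88, 1.99 and 1.63, Fabp4 by 0.90, 1.66 and 1.66, Adipoq by 1.37, 1.93 and 2.06, Plin1 by 1.04, 2.07 and 2.02, and Lpl by 0.76, 1.59 and 0.60, all called. At day 0 only Lpl was called among the 10 markers (0.19, adjusted p 0.0267), and Adipoq and Plin1 were at the floor in both arms. The Lpl call at day 0 was not stable. It was lost in 6 of 8 fits that each left out 1 library (adjusted p 0.0262 to 0.0959), with the replicate block, without trend or robust empirical Bayes and in 1 fit of all 32 libraries (adjusted p 0.0748 and 0.41 for the last 2, with 4.38e-07 to 0.555 over its alternatives). Cebpd was not called on any day, and Cebpb only at day 11 (0.39, adjusted p 0.00149). Dlk1 was higher at day 3 (0.36) and lower at day 7 (-0.24) and day 11 (-0.33). Mki67 was higher at day 3 (0.42) and day 7 (0.73). Other fits gave other calls for these genes. With the shRNAs as separate groups, Cebpd at day 3 was called (adjusted p 0.000868, with 0.000868 to 0.748 over its alternatives), as was Mki67 at day 0 (adjusted p 1.17e-07, with 1.17e-07 to 0.785 over its alternatives) and at day 11 (adjusted p 0.0449, with 0.0449 to 0.842 over its alternatives). In 1 fit of all 32 libraries the Mki67 call at day 3 was lost (adjusted p 0.191, with 1.94e-08 to 0.191 over its alternatives). With the replicate block Cebpb at day 7 was called (adjusted p 0.00361 to 0.209 over its alternatives), and the 3 Dlk1 calls were lost. Cebpd at day 11 was called without shRNA 1 replicate 2 (0.23, adjusted p 0.0165), and Cebpb at day 7 without control replicate 3 (0.39, adjusted p 0.0282). The Dlk1 call at day 11 was lost without control replicate 2 or 4 (adjusted p 0.06 and 0.0624).

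The interferon response list was lower in knockdown at day 7, with a median of -1.71 and all 29 genes called, also adjusted over the list alone (camera adjusted p 3.06e-16). At day 11 its median was -1.10 with 5 of 29 called (1 adjusted over the list alone), and at day 0 it was -0.47 with 2 of 29 called (5 adjusted over the list alone). At day 3 it was 0.15 with 4 called (1 adjusted over the list alone). Its camera adjusted p was 4.3e-08 at day 0, 0.157 at day 3 and 3.9e-06 at day 11. The cell cycle list was higher at day 0 (0.29), day 3 (0.28) and day 7 (0.53) and lower at day 11 (-0.26), with camera adjusted p of 0.000519, 3.23e-08, 5.66e-07 and 0.0319. Of its 30 genes 0, 18, 26 and 8 were called, and 0, 26, 26 and 8 adjusted over the list alone. Among all genes at day 0, 2609 had an unadjusted p under 0.05. The day 0 median was 0.14 and 0.12 without shRNA 1 replicate 1 or 2 (camera adjusted p 0.0717 and 0.0795). At day 11 it was -0.12 and -0.16 without shRNA 2 replicate 1 or 2 (camera adjusted p 0.19 and 0.144), and -0.23 without control replicate 2 (camera adjusted p 0.0527). The cholesterol synthesis list was higher at day 3 (0.12), day 7 (0.41) and day 11 (0.22), with camera adjusted p of 0.0251, 6.05e-05 and 0.00129, and did not pass at day 0 (0.03, camera adjusted p 0.157). Of its 24 genes 2, 8, 20 and 14 were called, and 2, 8, 21 and 16 adjusted over the list alone. The day 3 call was lost without shRNA 2 replicate 1 or 2 (camera adjusted p 0.0797 and 0.106). The fibroblast and matrix list was lower at day 0 (-0.10), day 3 (-0.09) and day 7 (-0.24), with camera adjusted p of 0.0043, 0.0473 and 0.00137, and did not pass at day 11 (-0.17, camera adjusted p 0.0785). Of its 29 genes 5, 11, 15 and 12 were called, and 8, 12, 16 and 13 adjusted over the list alone. The day 3 call was lost without shRNA 1 replicate 1 or 2 (camera adjusted p 0.157 and 0.169) and without control replicate 3 or 4 (camera adjusted p 0.0511 and 0.0785). Leaving out 1 library also added calls. The fibroblast and matrix list at day 11 was called without shRNA 2 replicate 1 or 2 or control replicate 3 (camera adjusted p 0.0301, 0.0352 and 0.0361). The cholesterol synthesis list at day 0 was called without shRNA 1 replicate 1 or 2 (0.07 and 0.08, camera adjusted p 0.0358 and 0.0168), and the interferon response list at day 3 without shRNA 2 replicate 1 or 2 (0.20 and 0.27, camera adjusted p 0.0141 and 0.019). Of the 16 list tests called by camera, 9 were called by fry and 0 with an estimated correlation. The 9 were the adipocyte list and the cell cycle list at days 3 and 7, the adipocyte list at day 11, the cholesterol synthesis list at days 7 and 11, and the fibroblast and matrix and interferon response lists at day 7.

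**Figure D4:**
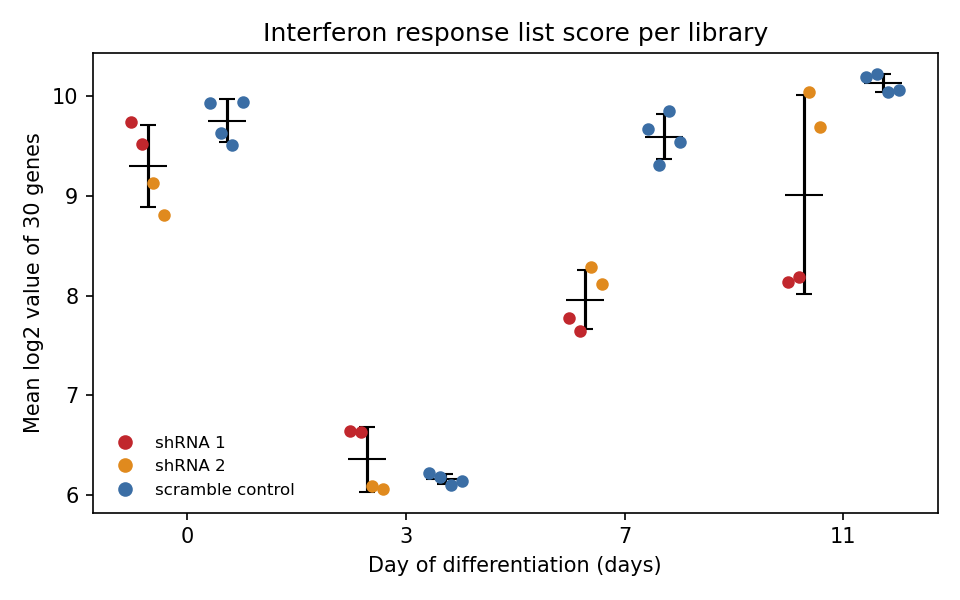
Mean log2 value of the 30 interferon response list genes (y axis) in each library by day (x axis), with the mean and SD of each arm in black and points coloured by shRNA or control. The shRNAs do not overlap on any day and lie furthest apart at day 11.

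By the naming rule, the genes with the largest rises were Arhgap19, Fzd3 and Nav2 at day 0, Adgrf5, Cidec and Gpd1 at day 3, Krt8, B3gnt6 and Adgrf5 at day 7, and Ghrh, Hcar2 and Selenbp1 at day 11. Adgrf5 (ENSMUSG00000056492, chromosome 17, 43360451 to 43459557, plus strand) at day 7 had 1928 ± 261 normalized reads in knockdown and 160 ± 16.03 in control (SD, n = 4), a log2 change of 3.34 (SE 0.10, adjusted p 2.97e-12). Krt8 and B3gnt6 were uneven, with 343 ± 312 against 7.00 ± 7.40 and 295 ± 300 against 5.03 ± 1.82 (SD, n = 4). Their calls were lost with voom on rebuilt reads (adjusted p 0.172 and 0.128, with 1.21e-06 to 0.172 and 2.42e-14 to 0.128 over their alternatives) and with the replicate block. Ghrh (ENSMUSG00000027643, chromosome 2, 157329497 to 157347506, minus strand) at day 11 had 794 ± 130 against 45.1 ± 20.6 (SD, n = 4), a log2 change of 3.76 (SE 0.23, adjusted p 3.27e-06). At day 0 the calls of Fzd3, Nav2 and Dpt were each lost without control replicate 1, 2 or 3 (adjusted p 0.0512 to 0.0772). The largest falls were Dpt, Msln and Steap4 at day 0, Rgs4, Prelp and Steap4 at day 3, Ifit3, Ifit3b and Ifit1 at day 7, and Cxcl5, Sorbs2 and Cemip at day 11. Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731, plus strand) at day 7 had 256 ± 137 against 2530 ± 592 (SD, n = 4). Ifit3 and Ifit3b share 1700 aligned bases at 97.8% identity, and Selenbp1 shares 1712 with Selenbp2, named outside the rule as its copy, at 98.5%, so how their reads were divided is uncertain.

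Across days, 114 of 12977 genes tested on all 4 days were called on each, where the product of the daily shares gives 18.2. The number rests on the few calls of day 0. It was 71, 45, 37, 37 and 53 without day 0 shRNA 1 replicate 2 and day 0 control replicates 1, 2, 3 and 4, and 1053 when the shRNAs formed separate groups. Of the 114, 16 were higher on every day, 63 lower and 35 mixed. The 5 with the largest median change were Cxcl5, Abi3bp, Rapgef3, Grem1 and Ahr, all lower. The choice of these 5 depends on calls that a single library can undo. In fits that each left out 1 library, Cxcl5 lost its call at day 0 in 6 of 8 (adjusted p up to 0.108) and at day 3 in 6 of 8 (adjusted p up to 0.103), Rapgef3 at day 0 in 6 of 8 (adjusted p up to 0.115), Ahr at day 3 in 6 of 8 (adjusted p up to 0.0954) and Abi3bp at day 11 in 2 of 8 (adjusted p up to 0.0505). Abi3bp changed by -0.52, -0.88, -1.13 and -1.35 and Ahr by -0.91, -0.60, -0.83 and -1.21 in order of day.

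The knockdown effect differed between days. Against the effect at day 0, limma called 892 of 13571 genes at day 3, 4063 at day 7 and 3145 at day 11. With no filter the day 3 count was 716. Rescaling to equal totals moved the share higher from 56.2% to 42.4%, from 56.0% to 40.7% and from 53.6% to 40.1% in order of day. Knockdown changes went weakly with the control time course over all genes, but not in each list. The cholesterol synthesis list fell in control and was higher in knockdown on all 3 days, and the cell cycle list did so at day 7. At day 3 the cholesterol synthesis rise came from shRNA 2 (0.20, camera adjusted p 1.87e-05). With shRNA 1 it did not pass (0.01, camera adjusted p 0.639). The interferon response list at day 11 was above day 0 in control (0.35) and lower in knockdown than in control (-1.10). Across genes, the slope of the knockdown difference on the control change since day 0 was 0.07 at day 3, 0.24 at day 7 and 0.23 at day 11, with Pearson r of 0.266, 0.386 and 0.374. Genes are not independent replicates, and no p-value is given. Slopes of single knockdown libraries ran from 0.07 to 0.08, 0.22 to 0.25 and 0.22 to 0.25. A control library put in place of knockdown gave 0.01, 0.01 and -0.02. Rebuilt reads moved the day 7 slope most, to 0.22.

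Each shRNA was also compared with control. For shRNA 1 limma called 4589, 5173, 6921 and 5789 genes in order of day, and for shRNA 2 it called 2323, 4120, 6121 and 4897. Between the shRNAs themselves 4621, 2572, 2183 and 2916 genes were called. Without trend or robust empirical Bayes these were 3602, 1454, 1035 and 2097, and the day 0 count of shRNA 2 was 1206. Rescaling to equal totals moved the share higher from 42.0% to 57.0% for shRNA 2 at day 0, from 53.2% to 42.5% for shRNA 1 at day 7, and from 45.8% to 62.0% between the shRNAs at day 7. Because both share the controls, their changes correlate with no effect at all, at a mean Pearson r of 0.33 in 100 simulations per day. The observed r across genes was 0.19 at day 0, below that, and 0.614 at day 3, 0.875 at day 7 and 0.725 at day 11, above it. At day 0, 1131 genes were called for both shRNAs, and 383 of them in opposite directions. At day 7, 75 of 4841 were opposite. The adipocyte list rose with each shRNA, by 0.55 and 0.79 at day 3, 1.54 and 1.52 at day 7, and 1.28 and 1.51 at day 11. The cell cycle list at day 0 was higher with shRNA 1 (0.79) and lower with shRNA 2 (-0.18). Its fall at day 11 came from shRNA 2 (-0.59), and with shRNA 1 it did not pass (0.08, 19 of 30 genes up, camera adjusted p 0.475). The fibroblast and matrix list at day 3 was lower with shRNA 1 (-0.23) and not with shRNA 2 (0.02, camera adjusted p 0.593). Tested between the shRNAs, both lists differed (median -0.64, camera adjusted p 6.96e-11, and 0.25, camera adjusted p 7.92e-07). The interferon response list at day 11 was at -1.85 with shRNA 1 and -0.27 with shRNA 2. Its fall at day 0 came from shRNA 2 (-0.81, camera adjusted p 1.31e-16), and with shRNA 1 it did not pass (-0.07, camera adjusted p 0.317). At day 3 it was higher with shRNA 1 (0.45, camera adjusted p 1.32e-05) and did not pass with shRNA 2 (-0.05, camera adjusted p 0.149). At day 7 it was lower with both (-1.95 and -1.41).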

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

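The tests below were chosen before their results were seen, except the directions of genes called for both shRNAs, which shRNA moved genes more, the Zbtb9 reads by day, the repeated thinnings and the rescaling of single libraries to equal totals, and except the correlation of the day 0 change with the control change to day 3 and the test of exon bases shared between genes, the last 2 given under other observations.

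The effects of the 2 shRNAs differed. Tested against each other, 4621 genes were called at day 0, 2572 at day 3, 2183 at day 7 and 2916 at day 11. With 2 libraries per shRNA no count of other splits can be given. Library depth as the whole cause is argued against, since reads thinned to the total of the smallest library gave 4468, 2541, 2120 and 2788 calls, against 4639, 2605, 2167 and 2925 unthinned. A trend on GC content and gene length is argued against in the same way, since removing it from each library gave 4623, 2729, 2438 and 3120 calls. A different depth of knockdown as the whole cause is argued against at day 0, since depth alone would move a gene to the same side with both shRNAs. Of 1131 genes called for both at day 0, 383 went in opposite directions, where 5% of the calls of each shRNA, summed, is 346. The cell cycle list was higher in 30 of 30 genes with shRNA 1 and in 5 of 30 with shRNA 2. Depth alone would also make 1 shRNA the stronger throughout, if a gene moves no less with deeper knockdown. Of the genes called between the shRNAs, 1514 moved more with shRNA 1 at day 3 and 854 with shRNA 2, where 5% of the calls of the 3 comparisons, summed, is 593. At day 11 they were 1737 and 929, where that sum is 680. The interferon fall at day 11 was larger with shRNA 1 (-1.85 against -0.27) and the cell cycle fall with shRNA 2 (-0.59 against 0.08). By the genes that moved more with each shRNA, depth of knockdown as the whole cause is argued against at days 3 and 11 too. Genes called for both shRNAs in opposite directions do not add to this. They were 170 at day 3 and 92 at day 11, under sums of 465 and 534. Open explanations remain. At day 7, of the genes called between the shRNAs, 1487 moved more with shRNA 1 and 601 with shRNA 2. The 601 are under the sum of 761, and a different depth of knockdown may be the cause. The interferon fall at day 7 was larger with shRNA 1 (-1.95 against -1.41) and the cell cycle rise with shRNA 2 (0.61 against 0.44). Between the shRNAs camera called both differences (adjusted p 6.77e-10 and 0.000993) and fry neither (adjusted p 0.0688 and 0.156), so these lists do not decide it. Over all days Zbtb9 had only 63 reads with shRNA 1 and 54 with shRNA 2 (exact binomial p 0.356, ratio 1.20, 95% interval 0.82 to 1.76), too few to exclude a moderate difference. By day the reads were 17 and 22, 7 and 13, 14 and 13, and 25 and 6. The day 11 reads differed (exact binomial p 0.000514), but were 8 and 6 without shRNA 1 replicate 2 (exact binomial p 0.0913). Separately made cell pools could also be the cause. The differences correlated across genes with those of day 0 at r of 0.43 at day 3, 0.343 at day 7 and 0.373 at day 11, as a lasting difference between pools or between shRNAs would, so pool and shRNA cannot be told apart in this design. Off-target effects of an shRNA were not tested.

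The interferon response list was among what differed between the shRNAs, with medians of shRNA 2 minus shRNA 1 of -0.71, -0.58, 0.48 and 1.70 in order of day. Reads shared between gene copies are argued against, since without the 8 members that have a near-identical copy the medians kept at least 0.877 of their size. No other cause was tested.

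The knockdown effect differed between days. Against day 0, 892 genes were called at day 3, 4063 at day 7 and 3145 at day 11. Among 100 drawn splits of the libraries, 1 of the 100 splits gave as many at day 3, 2 of the 100 splits at day 7 and 3 of the 100 splits at day 11, the real one included. The others that gave as many kept the real grouping of day 7 or 11 and regrouped day 0 only, and reached 5569 and 3358. Among the other splits, 2 kept the real day 7 grouping, and 1 of the 2 gave as many. For day 11, 5 kept the real grouping, and 2 of the 5 gave as many. The largest count from a split that did not keep that grouping was 659 at day 7 and 1409 at day 11. The day 7 and day 11 counts may thus largely restate the knockdown effect on those days, and show less about day 0. Depth as the whole cause is argued against by 843, 3837 and 2896 calls on thinned reads, against 850, 3903 and 2992 unthinned. GC content and gene length as the whole cause are argued against by 930, 4168 and 3407 calls after their removal. A change of the knockdown effect with differentiation is the explanation the design names, and stays a hypothesis.

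In 144 groups of 4 libraries, 3 held a library far from the others, where chance gives 7.2. The adipocyte score of day 7 shRNA 2 replicate 1 was 11.604, and the other knockdown libraries were at 11.796 to 11.815. Dlk1 in day 0 control replicate 4 was at 16.422, with the others at 16.547 to 16.569. Mki67 in day 0 control replicate 1 was at 10.38, with the others at 10.468 to 10.478. Normalization and depth stay open for each. Rescaling by median of ratios moved almost nothing, with gaps of 0.913, 0.849 and 0.895 of the range before and 0.914, 0.851 and 0.897 after, so it decides nothing. On rescaling to equal totals the gaps were 0.779, 0.797 and 0.78, under the critical value. On reads thinned to the smallest total they were 0.881, 0.833 and 0.85, but 8, 9 and 70 of 100 further thinnings gave a gap under the critical value. No biological explanation was tested, and the number is not above chance.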

How the results depend on the processing

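Of 68 results that answer a comparison, 40 changed side of a threshold, direction or size under at least 1 alternative, and so did 37 of 129 results for single named genes. Pseudocounts of 0.1, 1 and 8 changed none of them. A pseudocount of 1 and both uses of rebuilt reads were chosen after seeing the data. The planned negative binomial tests were not run, nor were fits that would leave 1 library in an shRNA group. Except where stated, the cause was not tested.

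Calls of knockdown against control depended on how the shRNAs were handled. With separate groups there were 3340 at day 0 and 5311 at day 3, since the difference between shRNAs then left the error. With a log2 change of at least 1 also required, 6, 42, 416 and 315 remained by construction. Without trend or robust empirical Bayes there were 261 at day 0, 1206 for shRNA 2 at day 0, and 1454 and 1035 between the shRNAs at days 3 and 7. In 1 fit of all libraries Zbtb9 was called at day 11 (-0.284, adjusted p 0.049, with 0.049 to 0.451 over its alternatives).

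Correlations of same-numbered replicates were low, from -0.005 to 0.215 within days with a median of 0.042. Libraries with different numbers were not compared in this way, so a weak pairing by replicate number is not excluded. Some control libraries have a replicate number that no knockdown library has. The replicate block removes these from the comparison of knockdown with control. Results that change with the block can thus come from the use of fewer controls, and do not measure pairing alone. With the replicate block as a paired design there were 0, 845, 4112 and 1652 calls in order of day, beside 2609 genes at an unadjusted p under 0.05 at day 0 without it. Zbtb9 at day 7 was at -0.329 (adjusted p 0.119, with 0.0049 to 0.119 over its alternatives), the adipocyte list at day 0 reversed to -0.016, the fibroblast and matrix list at day 3 was at -0.074 (adjusted p 0.0986, with 0.0234 to 0.585 over its alternatives) and Cebpd at day 7 reversed to 0.058.

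With fry, list medians are unchanged by construction. Calls were lost at day 0 for the cell cycle (0.287), fibroblast and matrix (-0.101) and interferon lists (-0.474), at day 3 for cholesterol synthesis (0.116) and fibroblast and matrix (-0.092), and at day 11 for cell cycle (-0.255) and interferon (-1.10). In the control time course fry added cell cycle at day 3 (0.137) and fibroblast and matrix at day 11 (-0.079). With an estimated correlation all 16 knockdown calls were lost, which adds to those the adipocyte list (0.692, 1.588 and 1.40 at days 3, 7 and 11), cell cycle (0.276 and 0.528 at days 3 and 7), cholesterol synthesis (0.406 and 0.224 at days 7 and 11), and at day 7 fibroblast and matrix (-0.241) and interferon (-1.705). In the time course it lost fibroblast and matrix at days 3 and 7 (-1.087 and -0.441), interferon at days 3 and 11 (-3.797 and 0.349) and cell cycle at day 7 (-0.373).

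The adipocyte list at day 0, near 0, reversed with a filter of 50 (-0.057), with no filter (-0.001), with rebuilt reads (-0.053) and with voom (-0.052). Its score at day 0 reversed with rebuilt reads (0.057) and equal totals (0.015). The fibroblast and matrix list at control day 7 was no longer called with a filter of 50 (-0.441), rebuilt reads (-0.416), voom (-0.421) or equal totals (-0.512), and at knockdown day 3 with median of ratios (-0.101). With no filter, calls were added for it at knockdown day 11 (-0.188) and control day 11 (-0.06) and for cell cycle at control day 3 (0.137). The slope was 0.059 at day 3 and 0.218 at day 7 with rebuilt reads, and 0.246 at day 11 with the control pairs exchanged.

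Fits that each left out 1 library gave 111 to 562 calls at day 0. Zbtb9 ran from -0.391 to -0.291 at day 7 and from -0.416 to -0.197 at day 11. List medians at knockdown day 0 ran from -0.02 to 0.041 (adipocyte, reversed without control replicate 1 or 4), 0.124 to 0.46 (cell cycle) and 0.001 to 0.078 (cholesterol synthesis). At day 3 they ran from 0.08 to 0.147 (cholesterol synthesis), -0.161 to -0.04 (fibroblast and matrix) and 0.064 to 0.273 (interferon). At day 11 they ran from -0.403 to -0.116 (cell cycle) and -0.248 to -0.06 (fibroblast and matrix). In the time course they ran from -0.449 to -0.414 at day 7 and -0.108 to -0.057 at day 11 (fibroblast and matrix), and 0.303 to 0.417 at day 11 (interferon). The day 7 slope ran from 0.225 to 0.256. Among named genes near 0, directions reversed for Adipoq at day 0 without shRNA 2 replicate 2 (-0.003, from -0.003 to 0.074 over 8 fits), and without control replicate 3 for Cebpb at day 3 (0.018, from -0.084 to 0.018) and Cebpd at day 7 (0.016, from -0.099 to 0.016).

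The sizes of the other counts, and the other lists, scores and slopes, kept direction and threshold under the alternatives run. The more frequent direction of calls did not always hold. Besides the shares given with the results, equal totals turned the percent higher from 51.1 to 43.6 at control day 11, from 45.6 to 55.5 for shRNA 1 at day 0, from 52.3 to 48.0 for shRNA 2 at day 7 and from 54.4 to 49.3 between the shRNAs at day 3. Median of ratios turned it from 52.4 to 49.4 for shRNA 1 at day 3. Depth limits Zbtb9, with 0 to 22.3 normalized reads per library.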

Other observations

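The splits of libraries and the tests of 2 explanations for the adipocyte list, cells ahead on the time course and cells primed towards the day 7 state, were chosen before their results were seen, and the others below after.

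For each day, 1 of the 35 splits of the 8 libraries into 4 and 4 gave as many called genes as knockdown against control, the real one. The largest count from another split was 1 at day 0 and 0 at days 3, 7 and 11. The unadjusted counts of the real split at a p under 0.05 were 2609, 5010, 7185 and 5699. For control day 3, day 7 and day 11 against day 0, 1 of the 35 splits each gave as many, the real one. Every other split mixes the groups, so a difference between them adds to its spread and lowers its count. These splits thus show that the groups differed, but not the cause.

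Why the adipocyte list was higher in knockdown at days 3, 7 and 11 was examined with 3 explanations. That knockdown cells at day 7 had already reached the control state of day 11 is argued against. The knockdown change at day 7 correlated across genes at r = -0.251 with the control change from day 7 to day 11, and the lowest knockdown score at day 7 (11.60) was above the highest of any control library on any day (10.43). Faster differentiation stays open. The medium lost insulin at day 7, and the mean control score fell from 10.34 at day 7 to 9.78 at day 11. The control change between these days need not stand for further differentiation. That knockdown only raised the share of differentiated cells is argued against at days 7 and 11, provided that undifferentiated cells did not express the genes used. A larger share alone would raise list members that were at the floor at day 0 alike. On rebuilt reads, 6 such members at day 7 rose unequally, from 1.66 for Retn to 3.00 for Slc2a4, both named outside the naming rule, with an SD of changes of 0.496, and 7 at day 11 had an SD of 0.496. Other splits of the 8 libraries gave at most 0.313 and 0.441. At day 3 only 2 such members had 50 reads or more in control (SD 0.145), too few to tell. That cells were primed at day 0 towards the day 7 state is argued against by r = -0.018 between the day 0 knockdown change and the control change from day 0 to day 7. With the control change from day 0 to day 3, r was 0.188 (0.21 for shRNA 1 and 0.067 for shRNA 2), where control libraries in place of knockdown gave at most 0.033. A shift at day 0 towards the early response may therefore be present, mostly with shRNA 1, and stays a hypothesis. Differences in cell number at the start were not tested. A lasting difference between the control and knockdown cell pools, apart from Zbtb9, was not tested either.

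Zbtb9 had few reads, and the cause cannot be told. Of its exon bases, 84.4% are shared with another gene on the same strand in the reference, so reads left out as ambiguous could account for this. The counting rule is not stated, which keeps it open. The overlapping gene had 79 reads in knockdown and 115 in control libraries. Both genes together were at 58.3% of control (permutation p 1e-05, the smallest 100000 resamples can give).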
